# Activation of Myd88-Dependent TLRs Mediates Local and Systemic Inflammation in a Mouse Model of Primary Sjögren's Syndrome

**DOI:** 10.3389/fimmu.2019.02963

**Published:** 2020-01-09

**Authors:** Jeremy Kiripolsky, Rose-Anne Romano, Eileen M. Kasperek, Guan Yu, Jill M. Kramer

**Keywords:** NOD.B10, decorin, B cell, salivary gland, TLR2, TLR4

## Abstract

Toll-like receptors (TLRs) are important mediators of chronic inflammation in numerous autoimmune diseases, although the role of these receptors in primary Sjögren's syndrome (pSS) remains incompletely understood. Previous studies in our laboratory established Myd88 as a crucial mediator of pSS, although the disease-relevant ligands and the upstream signaling events that culminate in Myd88 activation have yet to be established. The objective of this study was to identify specific Myd88-dependent TLR-related pathways that are dysregulated both locally and systemically in a mouse model of pSS [NOD.B10Sn-*H2*^*b*^/J (NOD.B10)]. We performed RNA-sequencing on spleens derived from NOD.B10 mice. We then harvested salivary tissue and spleens from *Myd88*-sufficient and deficient C57BL/10 (BL/10) and NOD.B10 mice and performed flow cytometry to determine expression of Myd88-dependent TLRs. We cultured splenocytes with TLR2 and TLR4 agonists and measured production of inflammatory mediators by ELISA. Next, we evaluated spontaneous and TLR4-mediated inflammatory cytokine secretion in NOD.B10 salivary tissue. Finally, we assessed spontaneous Myd88-dependent cytokine secretion by NOD.B10 salivary cells. We identified dysregulation of numerous TLR-related networks in pSS splenocytes, particularly those employed by TLR2 and TLR4. We found upregulation of TLRs in both the splenic and salivary tissue from pSS mice. In NOD.B10 splenic tissue, robust expression of B cell TLR1 and TLR2 required Myd88. Splenocytes from NOD.B10 mice were hyper-responsive to TLR2 ligation and the endogenous molecule decorin modulated inflammation via TLR4. Finally, we observed spontaneous secretion of numerous inflammatory cytokines and this was enhanced following TLR4 ligation in female NOD.B10 salivary tissue as compared to males. The spontaneous production of salivary IL-6, MCP-1 and TNFα required Myd88 in pSS salivary tissue. Thus, our data demonstrate that Myd88-dependent TLR pathways contribute to the inflammatory landscape in pSS, and inhibition of such will likely have therapeutic utility.

## Introduction

Primary Sjögren's syndrome (pSS) is an autoimmune disease characterized by exocrine gland dysfunction and immune hyperactivity. Patients with pSS typically experience loss of saliva and tear production as well as serious systemic sequelae including pulmonary and renal pathoses and B cell lymphoma (1). Salivary gland inflammation is considered a hallmark of the disease (2), although the inciting disease events and pathways that maintain chronic inflammation in this tissue remain unknown. Several studies suggest that activation of innate immunity precedes the adaptive response in pSS (3–8). However, the specific pathways that lead to disease initiation and progression are poorly understood.

Recent work in our laboratory identified a key role for the adaptor Myeloid differentiation primary response protein 88 (Myd88) in pSS pathogenesis (9). Myd88 is critical for both innate and adaptive immune function, as most Toll-like receptor (TLR) and Interleukin-1 Receptor (IL-1R) family members require Myd88 for signal transduction (10). Using a pSS mouse model that lacked *Myd88* (NOD.B10^*Myd*88−/−^), we found spontaneous activation of Myd88-dependent pathways is crucial for disease progression (9). While TLR and IL-1 family members are increased in murine and human SS salivary tissue (3, 11–16), relatively few studies have examined the functional contribution of these pathways to salivary and systemic inflammation and most of these have focused on the Myd88-independent agonist TLR3 (5, 6, 17–21).

To understand the contribution of Myd88-dependent TLR pathways to pSS pathogenesis, we first performed RNA-sequencing (RNA-seq) on splenic tissue from NOD.B10Sn-*H2*^*b*^/J (NOD.B10) females with clinical disease and C57BL/10 (BL/10) controls. We found numerous genes related to TLR activation were altered, including those utilized in TLR2 and TLR4-mediated signaling cascades. We found TLR2, TLR2 co-receptors (TLR1 and TLR6), and TLR4 levels were altered in splenic and salivary B cells derived from pSS mice. These findings carried functional significance as splenocytes from NOD.B10 females with clinical disease were hyper-responsive to TLR2 ligation. Moreover, treatment of pSS splenocytes with the damage-associated molecular pattern (DAMP) Decorin (Dcn) resulted in altered inflammatory cytokine secretion in a TLR4-dependent manner. Of note, Dcn induced a distinct inflammatory profile as compared to lipopolysaccharide (LPS) in NOD.B10 splenocytes. Furthermore, we found TLR4 ligation of pSS salivary cells resulted in the production of inflammatory mediators, and this was particularly pronounced in tissues derived from female animals as compared to males. Finally, pro-inflammatory cytokine secretion was attenuated in salivary gland tissue from *Myd88*-deficient NOD.B10 mice. These data demonstrate that specific Myd88-dependent TLRs are dysregulated in pSS and identify Dcn as a novel mediator of inflammation in disease. Blockade of TLR pathways may represent an innovative therapeutic strategy for the treatment of local and systemic disease manifestations.

## Materials and Methods

### Mice

Age-matched male and female NOD.B10 and age-matched female BL/10 mice were used (Jackson Laboratory, Bar Harbor ME, USA). NOD.B10^*Myd*88+/−^ and NOD.B10^*Myd*88−/−^ mice were previously described (9). B6.129P2(SJL)-*Myd88*^*tm*1.1*Defr*^/J mice were purchased from Jackson Laboratories. We generated BL/10 mice that are deficient in *Myd88* by crossing BL/10 mice with *Myd88*^−/−^ mice (B6.129P2(SJL)-*Myd88*^*tm*1.1*Defr*^/J). We then bred 10 successive generations of heterozygotes back to BL/10 mice to generate *Myd88*-deficient mice that are fully BL/10 (BL/10^*Myd*88−/−^). Animals were bred and maintained at the University at Buffalo and housed in identical conditions. All animals used in this study were at least 26 weeks of age, the time that NOD.B10 females normally develop clinical disease (22, 23). Mice were cared for and handled in accordance with the institutional animal care and use committee (IACUC) and US NIH guidelines.

### RNA Sequencing

Spleens were isolated from NOD.B10 females at 26 weeks of age and from age and sex-matched BL/10 controls. RNA was isolated according to standard protocols using a Qiagen RNeasy kit. RNA meeting quality standards (>8.0) were used as input for RNA-seq using Illumina'sTru-seq low-throughput multiplex protocol. Three biological replicates for each strain were sequenced in parallel using an Illumina HiSeq 2500, with 50 cycle single-end read reactions. Sequence reads were mapped to the reference genome sequence of *Mus musculus* (mm10 build) using Tophat2 (PMID 23618408). Reads that aligned to the mouse genome were counted using featureCounts. We compared the BL/10 and NOD.B10 strains to identify the Differentially Expressed Genes (DEGs) using the DESeq pipeline in the DESeq2 R package (24). The DESeq2 package provides methods to test for differential expression using the negative binomial generalized linear models. The estimates of dispersion and logarithmic fold changes incorporate data-driven prior distributions. In this analysis, we used BL/10 mice as the reference group and identified the set of DEGs with the Benjamin–Hochberg adjusted *p* < 0.05. Datasets have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE136402.

### Isolation and Culture of Salivary and Splenic Tissue

Submandibular gland (SMG) tissue and spleens were harvested following euthanasia. For RNA isolation, tissue was snap frozen in liquid nitrogen. For primary splenocyte culture experiments, spleens were mechanically disrupted and red cell lysis was carried out using ACK lysing buffer (Gibco). Cells (5 × 10^6^ per well) were plated in 0.5 mL of complete RPMI media containing 2% FBS and cultured for 24 h in media alone, or with media containing *S. aureus* peptidoglycan (PGN) (1.25 μg/ml) (Invivogen), Pam3SCSK4 (P3C4) (5 ng/ml) (Invivogen), FSL-1 (5 ng/ml) (Invivogen), *S. typhimurium*, (0.25 μg/ml) (Sigma-Aldrich), *E. coli* LPS B5-Ultrapure (B5-UP) (0.1 μg/ml) (Invivogen), or murine Dcn (20 μg/mL, R&D systems). TAK-242 was used to inhibit TLR4 activation (5 μM, EMD Millipore). Finally, polymyxin B (PMB) was used at a concentration of 100 μg/mL (Invivogen). Supernatants were harvested and stored at −20°C until use.

For primary SMG culture experiments, tissue was dispersed enzymatically and mechanically in dispersion buffer [(DMEM-Ham's F12 (1:1), bovine serum albumin (1%), CaCl_2_ (0.2 mM) (ThermoFisher Scientific), hyaluronidase (400 U/mL) (Sigma-Aldrich), and collagenase P (0.08 mg/mL) (Worthington Biochemical, Lakewood, NJ, USA)] for 30 min and incubated in a shaking water bath at 37°C. Cells were washed twice in acini buffer (pH 7.4) (NaCl (120 mM), KCl (4 mM), KH_2_PO_4_ (1.2 mM), MgSO_4_ (1.2 mM), HEPES (15 MM), dextrose (10 mM), CaCl_2_ (1 mM), and bovine serum albumin (1%) (ThermoFisher Scientific), and plated in complete media as previously described (25). Where indicated, cells were cultured in the presence or absence of LPS derived from *S. minnesota* (10 μg/mL) for 24 h (Sigma-Aldrich). Supernatants were harvested and stored at −20°C until use.

### Multiplex Cytokine Array

Supernatants from BL/10, NOD.B10, NOD.B10^*Myd*88+/−^, and NOD.B10^*Myd*88−/−^ SMG tissue and splenocytes were harvested as described above. Bradford assays were used to confirm total protein concentrations were similar in all samples (BioRad). Multiplex cytokine arrays were performed (Quansys Biosciences). Each sample was analyzed in triplicate.

### IL-6 and TNFα ELISAs

Splenocyte supernatants were harvested following culture for 24 h and IL-6 and TNFα levels were quantified by ELISA (Invitrogen and BioLegend, respectively). All samples were analyzed in duplicate in accordance with manufacturer instructions.

### Flow Cytometry

Flow cytometry was performed as previously described (9). Briefly, SMG cells and splenocytes were dissociated as described above. Cells were incubated in Fc block [(Cd16/32, clone 2.4G2), BD Biosciences] and were treated with the following antibodies as indicated: B220 (clone RA3-6B2, BD Biosciences), TLR1 (clone CB225, BD Biosciences), TLR2 (clone 6C2, BD Biosciences), TLR4/Md2 (Clone MTS510, BD Biosciences), and TLR6 (clone C1N2, BD Biosciences). Data were acquired using a Fortessa (BD Biosciences) and analyzed using FlowJo software (BD Biosciences).

### Statistics

All statistical analyses were performed using GraphPad Prism software. Data were analyzed by Mann–Whitney or one-way ANOVA with the Tukey's multiple comparisons tests as indicated.

### BarGraph

Gene ontology bargraph was generated in R (26), using the ggplot2 (27) package. The top 1,000 differentially enriched genes in NOD.B10 spleens were used as input for gene ontology analysis on the DAVID website version 6.8 (28, 29) using default settings. The KEGG (30–32) pathway output was then imported into R and re-formatted to generate the resulting bargraph.

## Results

### TLRs and TLR-Related Pathways Are Dysregulated in NOD.B10 Mice

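RNA-seq counts were examined for spleens of 3 NOD.B10 females, the pSS mouse strain, and 3 BL/10 (C57BL/10) females, the healthy control strain. The authors deposited the number of reads counted on each gene, without normalization. According to the header of the table, reads were counted on exons and summed by gene with featureCounts version 1.5.1 and the Ensembl 84 annotation of mouse build GRCm38. The table listed 47729 genes. The total counts were 16476126, 16257041 and 17160323 in the NOD.B10 libraries (replicates 1, 2 and 3) and 18298451, 15662712 and 17935130 in the BL/10 libraries. A count of 3, taken as the floor of detection, was between 0.164 and 0.192 CPM (counts scaled to a common library size) in these libraries, and this limit covers counting error only.

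The labels of the libraries did not settle their strain. For all 6 libraries, the title and the strain field name one strain, and the description, the column name in the table and the counting command name the other. The strain in the column names was used here, and every direction given for a gene would be reversed under the titles. The direction of the genes in Figures 1B,C had been seen when this choice was made, and their direction is therefore not independent evidence for it. The ages also differed, since the paper gives 26 weeks and the labels give 36 weeks for 2 of the libraries. By the library numbers and strains in the descriptions and column names these are BL/10 replicates 2 and 3, and by the titles they are NOD.B10 replicates 2 and 3.

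The counts were normalized by the TMM method of edgeR, and the strains were compared by its quasi-likelihood test, with BL/10 as the reference and Benjamini-Hochberg adjustment over the 15330 genes that passed its filter on low counts. Reads that map to several places or overlap several genes are left out by the counting settings in the header. The counts of genes with a near-identical copy or an overlapping neighbor are therefore uncertain, and strand was not used. Set against counting error alone, counts of replicates of a strain had a chi-square per degree of freedom of at least 13.7. The libraries are of separate mice, so this value describes their spread and cannot tell biological from technical differences.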

In order to better define the genetic differences between pSS mice and healthy controls, we performed RNA-seq based expression profiling of spleens isolated from female NOD.B10 mice with clinical disease and age and sex-matched BL/10 controls (*n* = 3 each). 

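Of the 15330 genes tested, 2656 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, of which 1396 were higher and 1260 lower in NOD.B10 spleens. With DESeq2, the package used in the paper, 3319 genes passed the same threshold (1597 higher and 1722 lower), and 2589 of the genes were found by both tests. The threshold moved the count most, since 1035 genes had an adjusted p under 0.01. The replicates also mattered. Without BL/10 replicate 1, 4107 genes were found, and without NOD.B10 replicate 1, 1269 genes were found. The 3 libraries of one strain all lay above the 3 of the other for 38.0% of the tested genes, where chance gives 10%. The genes lower in NOD.B10 included 13 pancreas acinar genes, whose list made up 1.47% of the counts in BL/10 replicate 1.

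The 1000 genes higher in NOD.B10 with the smallest p were then compared with lists of genes written after the KEGG terms, because the lists of KEGG itself were not used here. The paper's text does not name the ranking behind its top 1,000 genes. All tested genes were the background for a one-sided Fisher's exact test, adjusted over the 5 lists. The top 1000 genes held 19 of 98 T cell receptor signaling genes, where 6.39 would be found by chance (adjusted p = 7.9e-05). They held 8 of 34 primary immunodeficiency genes, against 2.22 by chance (adjusted p = 0.00315). With only the listed genes as the background, neither list passed the threshold (adjusted p = 0.163 for each in the same test). This background joined all lists used here, among them the Figure 1B,C genes, which the study chose on these samples, and the cell type markers. Of its 591 genes, 78 were among the top 1000, so 12.9 T cell receptor signaling genes were expected by chance. A background enriched in higher genes makes this a harder test. When the 6 libraries were split into 3 and 3 in all 10 ways, 4 splits, the real one included, gave at least 2 over-represented lists. For cytokine-cytokine receptor interaction, 15 of 178 genes were found against 11.6 by chance (adjusted p = 0.232), and for ECM-receptor interaction, 9 of 81 genes against 5.28 (adjusted p = 0.134). With a minimum of 10 counts in every sample, both of these lists passed the threshold, with 19 and 12 genes (adjusted p = 0.036 and 0.017 in the same test). Ranked by p in DESeq2, the ECM list passed (11 genes, adjusted p = 0.0263 in the same test) and the cytokine list did not (18 genes, 0.0533). With every higher gene, the cytokine list passed (25 genes, adjusted p = 0.0322 in the same test) and the ECM list did not (12 genes, 0.0778). The cytokine list also passed without NOD.B10 replicate 3 (21 genes), BL/10 replicate 1 (20 genes) or BL/10 replicate 3 (18 genes). The ECM list passed without BL/10 replicate 3 (15 genes). Toll-like receptor signaling genes were not over-represented, with 4 of 84 genes against 5.48 by chance (adjusted p = 0.806).

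Over all tested genes, the median log2 fold change was 0.17 for the T cell receptor signaling list and 0.31 for the primary immunodeficiency list, and both lists were higher in NOD.B10 by limma's camera test with a preset correlation (adjusted p = 0.000172 and 0.000956). By limma's fry test, the T cell receptor signaling list passed the threshold (adjusted p = 0.0363) and the primary immunodeficiency list did not (adjusted p = 0.0665). With the correlation estimated from the data, neither list passed (adjusted p = 0.66 for each).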

Differential gene expression analysis focusing on the top 1,000 genes enriched in the NOD.B10 mice compared to control animals revealed enrichment of genes associated with immune activation, including T cell receptor signaling pathways, cytokine-cytokine receptor interactions and ECM (extra-cellular matrix)-receptor interactions (Figure 1A). We next mined our RNA-seq dataset and identified a number of DEGs associated with TLR-related signaling pathways (Figure 1B) and cytokines and chemokines that are expressed as a consequence of TLR activation (Figure 1C). These data indicate a role for dysregulated TLR signaling pathways in the pathogenesis of pSS.

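All 39 genes of Figure 1B were tested, and all 39 had the direction shown in the heatmap, with 28 higher and 11 lower in NOD.B10 spleens. An adjusted p under 0.05 in edgeR's quasi-likelihood test was found for 26 of them, 21 higher and 5 lower. Adjusted over the list alone, 38 of the 39 genes passed, but the study chose the list on these samples, so this count is not independent evidence. DESeq2 called 28 of the 39 genes. Across the 6 fits that each left out one replicate, between 13 and 33 genes were called, the fewest without NOD.B10 replicate 3 and the most without BL/10 replicate 1.

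The largest increase was seen for Irak1bp1 (ENSMUSG00000032251), on chromosome 9 from 82829540 to 82847687 of GRCm38, which encodes a binding protein of the kinase IRAK1. Its normalized count was 7.81 ± 0.644 CPM (SD, n = 3) in NOD.B10 and 2.45 ± 0.559 CPM (SD, n = 3) in BL/10 spleens. This gave a log2 fold change of 1.66 (standard error 0.20, adjusted p = 0.00173 from edgeR's quasi-likelihood test), which stayed between 1.49 and 1.76 with each replicate left out. The largest decrease was seen for Irf7 (ENSMUSG00000025498), on chromosome 7 from 141262706 to 141266481, an interferon regulatory factor whose exons overlap those of Phrf1. Irf7 had 41.2 ± 7.65 CPM (SD, n = 3) in NOD.B10 and 99.2 ± 33.3 CPM (SD, n = 3) in BL/10, a log2 fold change of -1.27 (standard error 0.26, adjusted p = 0.0155 from the same edgeR test). Without NOD.B10 replicate 3 or BL/10 replicate 3, its adjusted p was 0.0559 or 0.0502, the highest among the settings tried.

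Rsad2, on chromosome 12 from 26442753 to 26456452, was lower in NOD.B10 by a similar log2 fold change of -1.13 (standard error 0.41), but its libraries overlapped and its adjusted p in edgeR was 0.0958. BL/10 replicate 1 had 225 CPM of Rsad2, against 685 and 644 CPM in the other BL/10 libraries, and without it the adjusted p was 0.00552, the lowest among the settings tried, which ran up to 0.273. The other genes of Figure 1B that did not reach an adjusted p of 0.05 were Tlr1, Mfhas1, Nr1h3, Ubqln2, Traf5, Lrrfip2, Nfkbiz, Arf6, Nfkb1, Lgr4, Esr1 and Cd300ld3. Esr1 and Cd300ld3 lay close to the threshold (adjusted p = 0.0503 and 0.0504 in edgeR). From the enriched terms and the DEGs in both panels, the paper infers that dysregulated TLR signaling has a role in pSS pathogenesis.

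**Figure D1:**
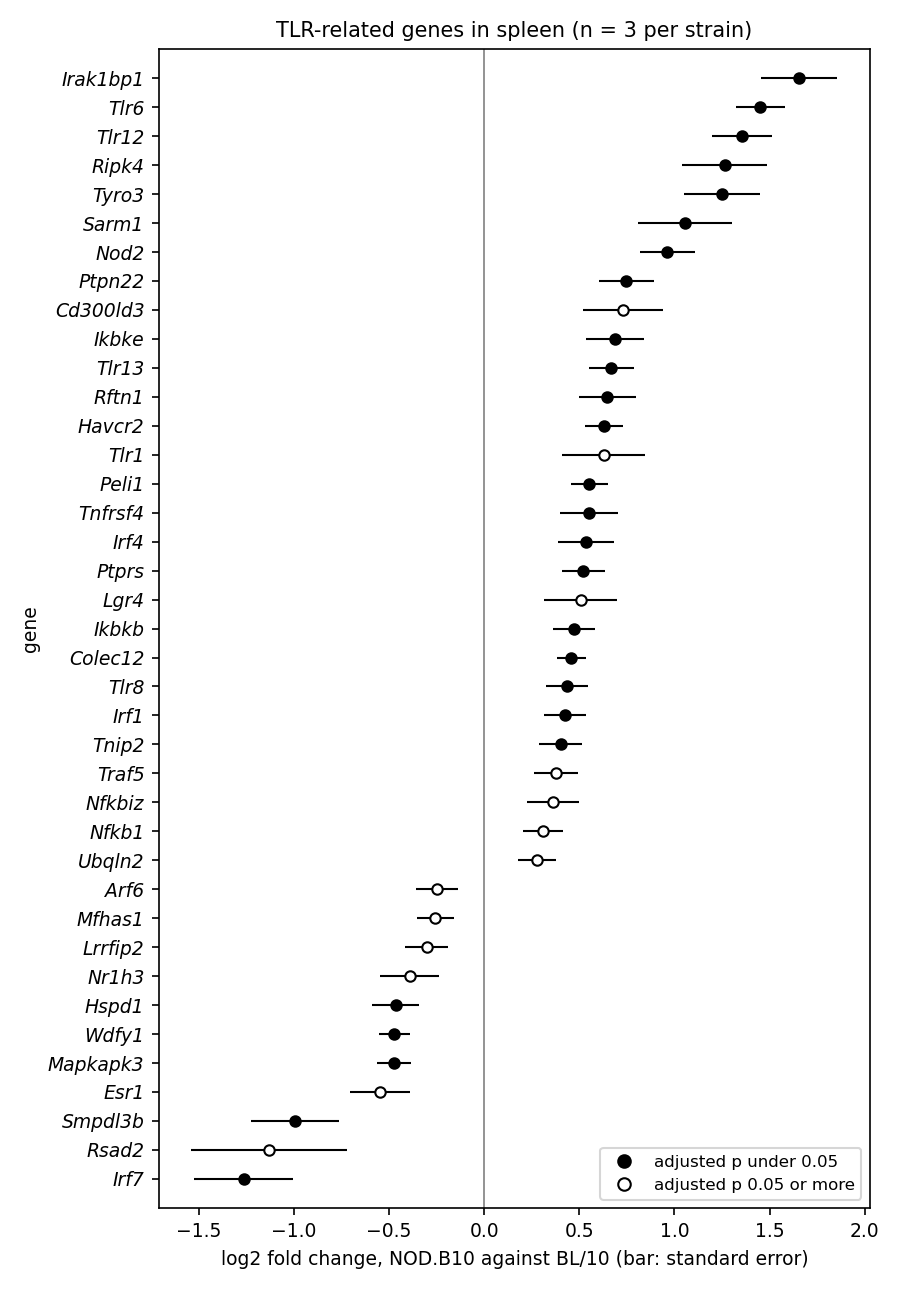
Log2 fold change of the 39 genes of Figure 1B in NOD.B10 against BL/10 spleens (x axis), with 1 gene per line and 3 libraries per strain. Points show edgeR's estimate and bars its standard error. The 26 filled points had an adjusted p under 0.05, and the values run from -1.27 for Irf7 to 1.66 for Irak1bp1.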

**Figure 1:**
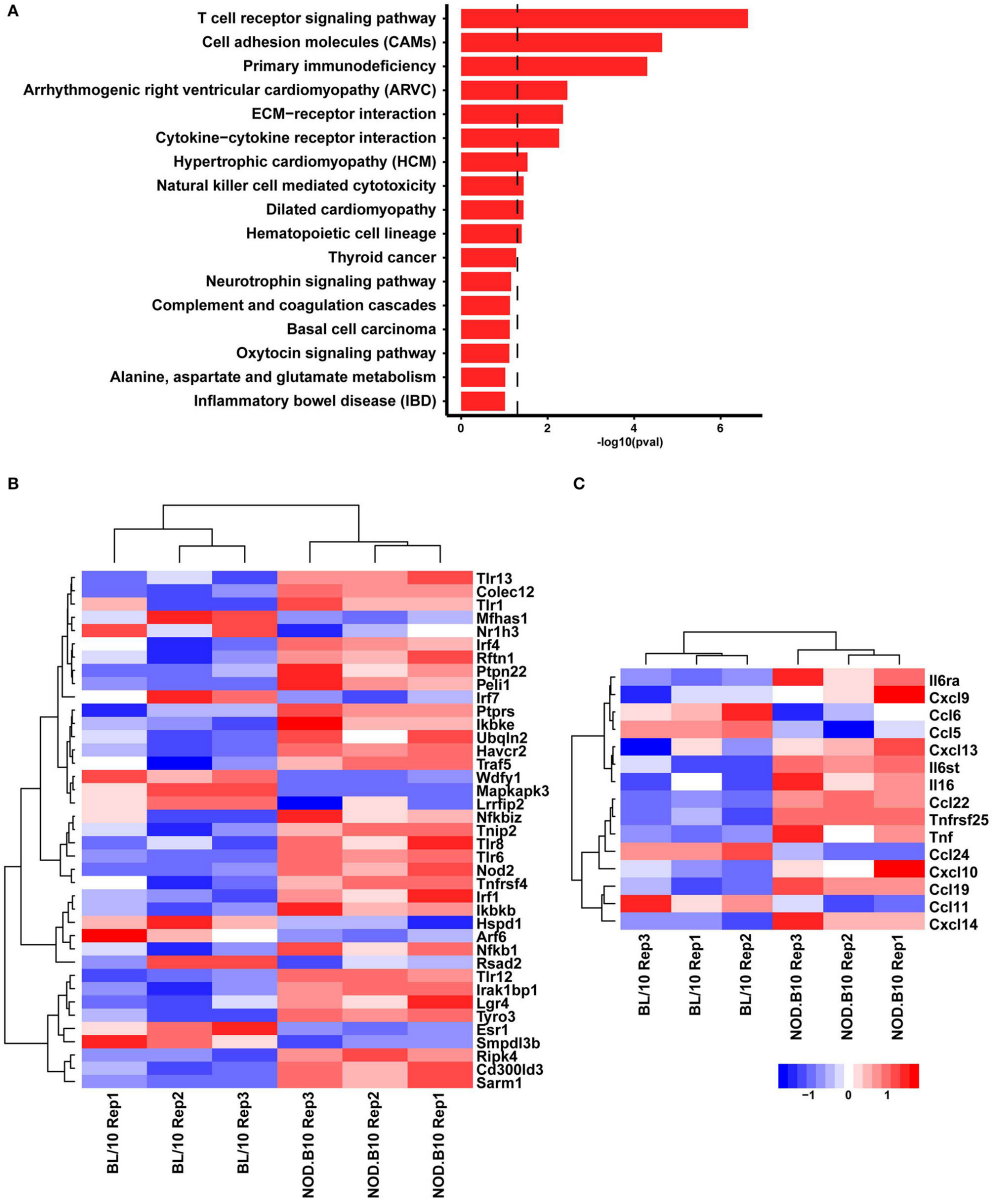
TLR-related genes are dysregulated in splenic tissue derived from NOD.B10 mice. Spleens were harvested from NOD.B10 females with clinical disease (*n* = 3) and age and sex-matched BL/10 controls (*n* = 3) and RNA-sequencing was performed. Bargraph showing the KEGG pathway terms represented in the top 1000 genes enriched in NOD.B10 mice. Dotted line represent the boundary for *p* = 0.05 **(A)**. Heatmap visualizations showing the relative expression levels of selected DEGs involved in TLR-related signaling pathways **(B)** and cytokines and chemokines **(C)** that were enriched in NOD.B10 splenic tissue.

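The 15 cytokine and chemokine genes of Figure 1C all had the direction shown in the heatmap, 11 higher and 4 lower in NOD.B10. An adjusted p under 0.05 in edgeR's quasi-likelihood test was found for 10 genes, 7 higher and 3 lower. All 15 passed when adjusted over the list alone, which the study chose on these samples. DESeq2 called 11 of the 15 genes, and between 4 and 11 were called across the fits that each left out one replicate (4 without NOD.B10 replicate 1).

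Ccl24 (ENSMUSG00000004814), an eotaxin gene on chromosome 5 from 135569937 to 135573049 of GRCm38, had the largest decrease. It was present at 2.11 ± 0.509 CPM (SD, n = 3) in NOD.B10 and 7.98 ± 2.04 CPM (SD, n = 3) in BL/10, a log2 fold change of -1.91 (standard error 0.25, adjusted p = 0.00268 from edgeR). Ccl19 (ENSMUSG00000071005), on chromosome 4 from 42754525 to 42756577, had 3.35 ± 0.655 CPM (SD, n = 3) in NOD.B10 and 1.23 ± 0.212 CPM (SD, n = 3) in BL/10. Its log2 fold change of 1.43 (standard error 0.24, adjusted p = 0.0069 from edgeR) stayed past the threshold with each replicate left out. Cxcl14, on chromosome 13 from 56288647 to 56296551, had a larger log2 fold change of 1.63 (standard error 0.41, adjusted p = 0.0341 from edgeR) but few counts, from 10 to 21 in NOD.B10 and from 3 to 5 in BL/10 libraries. The adjusted p of Cxcl14 was over 0.05 with DESeq2 (0.057) and in 5 of the 6 fits without a replicate. Cxcl9, Ccl6, Cxcl13, Tnf and Cxcl10 did not reach an adjusted p of 0.05 in edgeR. For Tnf, the log2 fold change was 0.56 (standard error 0.18, adjusted p = 0.0722), and for Cxcl10, whose exons overlap those of Art3, it was 0.49 (standard error 0.18, adjusted p = 0.0986).

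**Figure D2:**
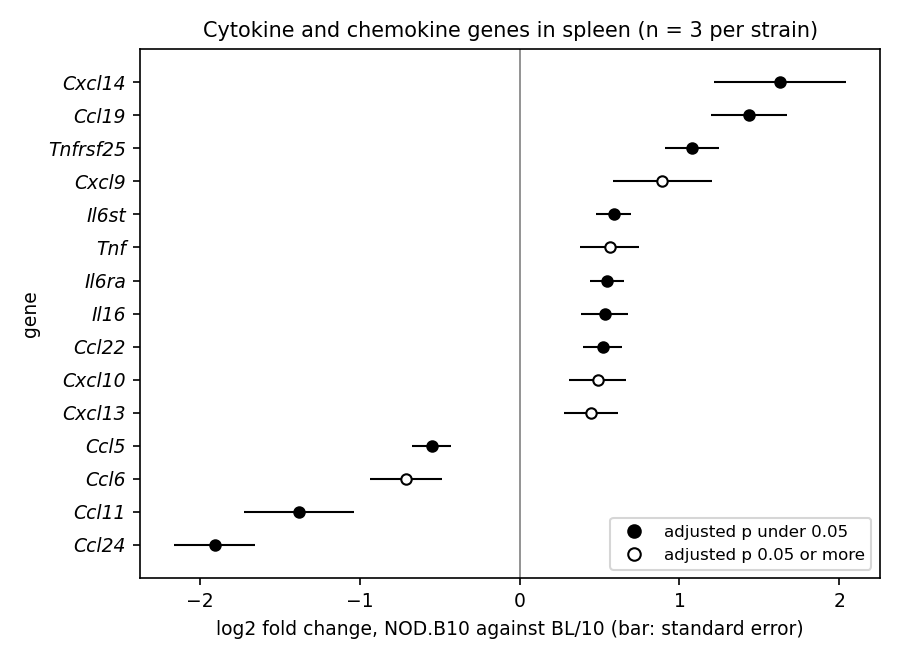
Log2 fold change of the 15 genes of Figure 1C in NOD.B10 against BL/10 spleens (x axis), with 1 gene per line and 3 libraries per strain. Points show edgeR's estimate and bars its standard error. The 10 filled points had an adjusted p under 0.05, and the values run from -1.91 for Ccl24 to 1.63 for Cxcl14.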

### Expression of TLR1, TLR2, TLR6, and TLR4 Is Altered in Splenic and Salivary Tissue From NOD.B10 Females

Since we found that genes associated with TLR2 and TLR4 signaling were altered in NOD.B10 splenic tissue, we performed flow cytometry to evaluate expression of these receptors. 

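In the spleen libraries, transcripts of 29 genes for TLRs, their co-receptors, adaptors, kinases and matrix ligands were compared between NOD.B10 and BL/10. An adjusted p under 0.05 in edgeR's quasi-likelihood test was found for 5 of the 29 genes (Tlr6, Tlr8, Tlr12, Tlr13 and Bgn), all higher in NOD.B10. The count was also 5 when adjusted over the list alone, and 9 genes had an unadjusted p under 0.05. Over the settings tried, the count ran from 3 genes without NOD.B10 replicate 1 to 7 genes with DESeq2, the likelihood ratio test or limma-voom.

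Tlr2 (ENSMUSG00000027995), on chromosome 3 from 83836272 to 83841767 of GRCm38, had 28.8 ± 3.75 CPM (SD, n = 3) in NOD.B10 and 25.0 ± 0.988 CPM (SD, n = 3) in BL/10 spleens. The libraries of the strains overlapped, and the difference did not reach the threshold (log2 fold change 0.20, standard error 0.11, adjusted p = 0.248 from edgeR). Tlr4 (ENSMUSG00000039005), on chromosome 4 from 66827584 to 66930284, had 53.8 ± 7.47 CPM (SD, n = 3) and 46.2 ± 4.32 CPM (SD, n = 3) in these strains. Its libraries also overlapped, and its difference did not reach the threshold (log2 fold change 0.22, standard error 0.12, adjusted p = 0.257 from edgeR). Neither gene reached an adjusted p of 0.05 under any setting tried. These are RNA levels of whole spleen, with all cell types together. They do not measure receptor protein on B cells, which the paper assessed by flow cytometry.

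The genes of both TLR2 co-receptors lie next to each other on chromosome 5. Tlr6 (ENSMUSG00000051498), from 64952031 to 64960097, had 28.0 ± 2.51 CPM (SD, n = 3) in NOD.B10 and 10.2 ± 1.31 CPM (SD, n = 3) in BL/10. Its log2 fold change of 1.45 (standard error 0.13, adjusted p = 0.000422 from edgeR) was the largest among the TLR genes, and all settings tried kept it past the threshold. Tlr1 (ENSMUSG00000044827), from 64924679 to 64933563, had 83.1 ± 12.2 CPM (SD, n = 3) in NOD.B10 and 53.8 ± 17.7 CPM (SD, n = 3) in BL/10, a log2 fold change of 0.63 (standard error 0.22, adjusted p = 0.0876 from edgeR). With DESeq2 the adjusted p of Tlr1 was 0.0387. BL/10 replicate 1 had 74.1 CPM of Tlr1 against 44.5 and 42.7 CPM in replicates 2 and 3, and without it the adjusted p in edgeR was 0.00349, the lowest among the settings tried, which ran up to 0.253. Tlr1 and Tlr6 are paralogs, and reads shared by both could not be assigned to either gene. The adjusted p of Tlr8 was over 0.05 in 4 of the 6 fits without a replicate, and that of Bgn in 2. The adaptor gene Myd88, whose exons overlap those of Acaa1a, had a log2 fold change of 0.23 (standard error 0.11, adjusted p = 0.188 from edgeR).

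**Figure D3:**
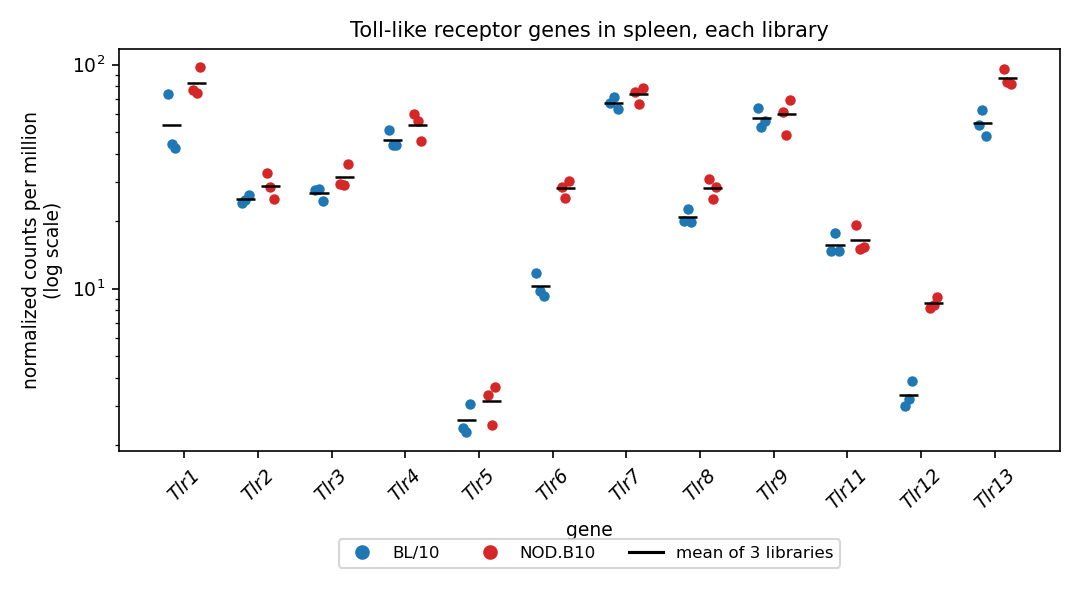
Normalized counts (CPM, y axis, log scale) of 12 Toll-like receptor genes in each spleen library. Dots are single libraries, 3 of BL/10 (blue) and 3 of NOD.B10 (red), and black lines are their means. The libraries of the strains do not overlap for Tlr6, with means of 28.0 and 10.2, and overlap for Tlr2, with means of 28.8 and 25.0.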

We examined TLR2 and its co-receptors TLR1 and TLR6, as well as TLR4 on splenic B cells derived from BL/10, BL/10^*Myd*88−/−^, NOD.B10^*Myd*88−/−^, and NOD.B10 females (*n* = 4 each). We focused our analyses on B cells because B cell-intrinsic TLR expression is critical to the development and progression of other autoimmune diseases (33–35). We found that levels of TLR2 were significantly increased on NOD.B10 splenic B cells as compared to those derived from BL/10 controls (*p* < 0.0001) (Figure 2B). We then assessed levels of these receptors in the *Myd88*-deficient strains. We found that the percentage of splenic B cells expressing TLR1 and TLR2 was diminished significantly in BL/10^*Myd*88−/−^ animals compared with the parental strain (*p* = 0.02 and *p* < 0.0001, respectively) (Figures 2A,B). Furthermore, the percentage of splenic B cells expressing TLR2 was diminished significantly in NOD.B10^*Myd*88−/−^ animals compared to NOD.B10 mice (*p* < 0.0001) (Figure 2B). Significantly, the percentage of NOD.B10^*Myd*88−/−^ B cells expressing TLR1, TLR6, and TLR4 were similar to the BL/10 control strain (Figures 2A,C,D) and the percentage of B cells expressing TLR2 was diminished in NOD.B10^*Myd*88−/−^ females as compared to the healthy BL/10 animals (*p* = 0.009) (Figure 2B). Thus, the percentage of splenic B cells expressing TLR2 and TLR2 co-receptors is higher in NOD.B10 animals as compared to BL/10 controls. Moreover, *Myd88*-deficient NOD.B10 splenic B cells demonstrate TLR1, TLR2, and TLR6 expression levels that are similar to or even lower than those observed in B cells derived from healthy BL/10 controls. We then examined TLR4/MD2 expression and observed no difference in B cell TLR4 expression between the *Myd88*-deficient animals from either strain as compared to the parental controls.

**Figure 2:**
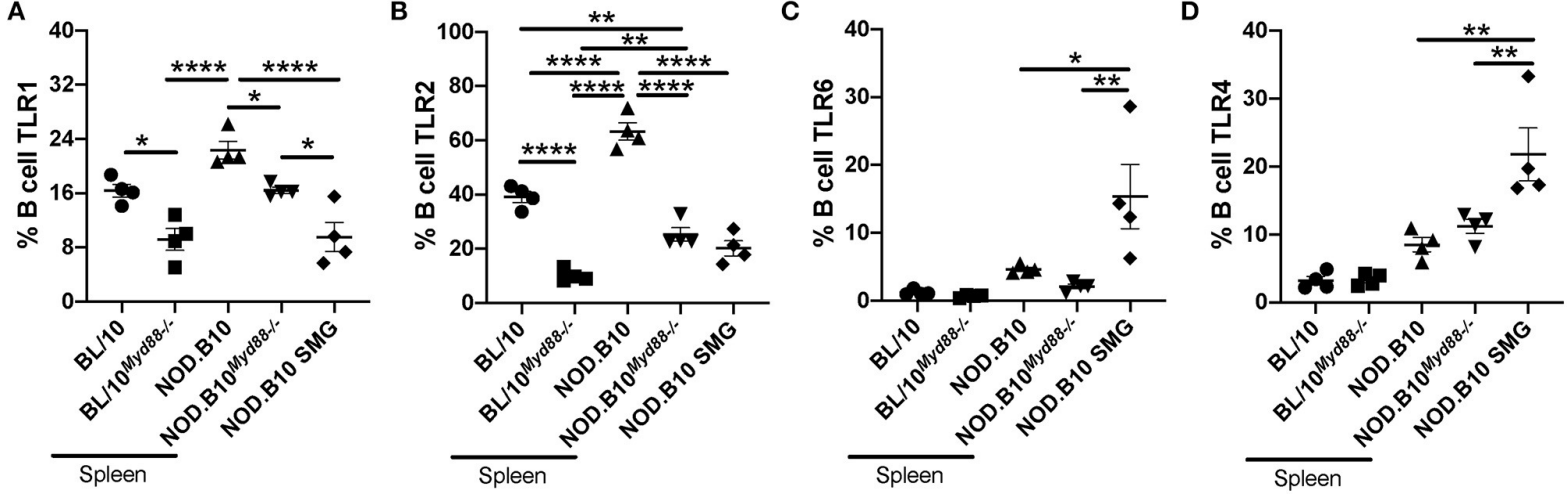
TLR expression is increased in splenic B cells from NOD.B10 mice in a Myd88-dependent manner and differs from that seen in salivary B cells. Spleens were isolated from female BL/10, BL/10^*Myd*88−/−^, NOD.B10, and NOD.B10^*Myd*88−/−^ mice (*n* = 4 each) and SMG tissue was isolated from NOD.B10 females (*n* = 4 each). Flow cytometry was performed to assess expression of **(A)** TLR1, **(B)** TLR2, **(C)** TLR6, and **(D)** TLR4 on B220+ B cells. Significance was determined using a one-way ANOVA with the Tukey's multiple comparisons tests. Mean and SEM are shown (^*^p ≤ 0.05, ^**^p ≤ 0.01, ^****^p ≤ 0.0001).

Finally, we examined TLR expression on NOD.B10 B cells in SMG tissue. Of note, we could not compare these levels to B cells derived from salivary tissue of BL/10 controls, as these animals do not have significant B cell infiltration of salivary tissue at 26 weeks of age (22). Interestingly, we found salivary B cells from NOD.B10 mice expressed lower levels of TLR1 and TLR2 than splenic B cells (*p* < 0.0001 for each comparison) (Figures 2A,B), while the percentage of B cells expressing TLR6 and TLR4 was elevated in B cells derived from salivary B cells as compared to those from splenic tissue (*p* = 0.2 and *p* = 0.001, respectively) (Figures 2C,D). These findings suggest TLR expression is dysregulated in B cells in pSS and may be influenced by tissue-specific cues within the microenvironment.

### Splenocytes Derived From NOD.B10 Mice Are Hyper-Responsive to TLR2 Ligation

We next sought to determine whether the heightened expression of TLR2, TLR2 co-receptors, and TLR4 in splenic B cells carried functional significance. To this end, we first harvested splenocytes from NOD.B10 females with clinical disease and age and sex-matched BL/10 controls. We incubated cells with 2 different TLR4 agonists. We used LPS derived from *S. typhimurium*, an agonist that primarily activates TLR4 (36). We also stimulated cells with an ultrapure LPS that only activates TLR4 (B5-UP derived *E. coli* 055:B5) (37). We found that both agonists resulted in robust IL-6 secretion from BL/10 and NOD.B10 splenocytes, although there were no differences observed between the 2 strains when cells were stimulated with either *S.typhimurium* or B5-UP LPS (*p* = 0.3 and 0.2, respectively) (Figure 3A).

**Figure 3:**
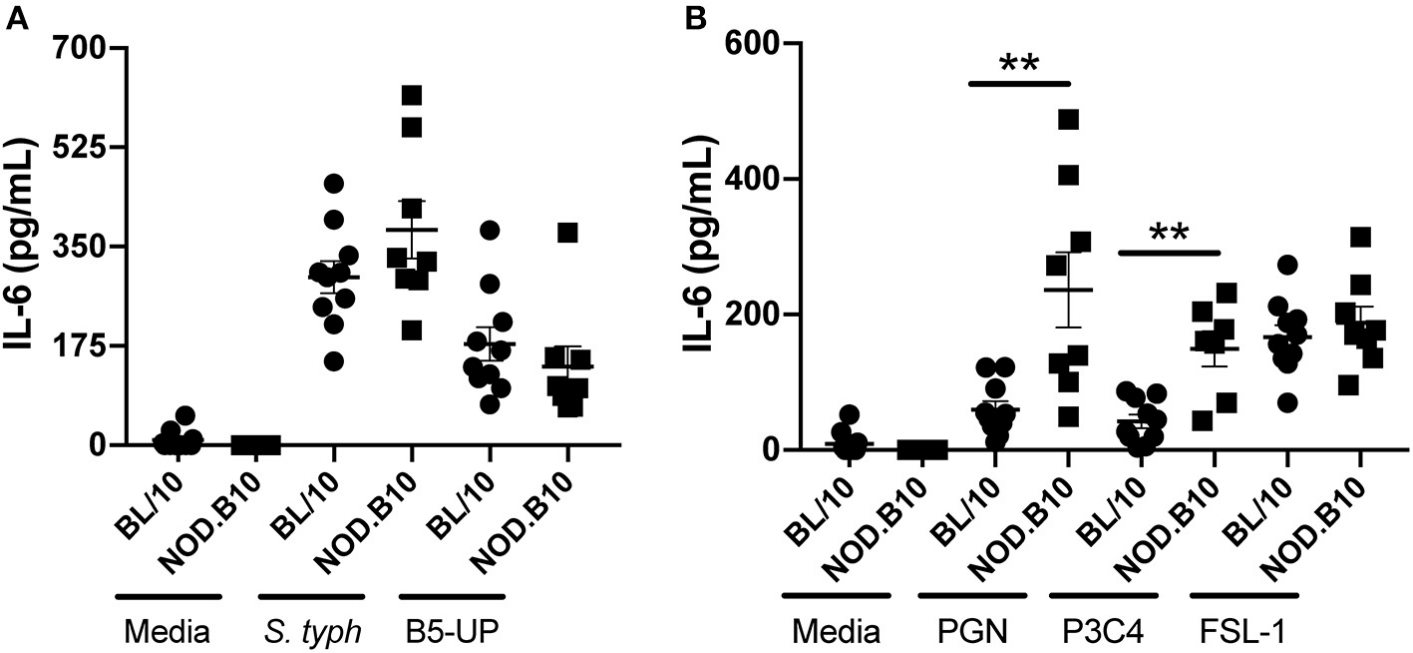
NOD.B10 splenocytes are hyper-responsive to TLR2 ligation. Spleens were isolated from female NOD.B10 mice with clinical disease (*n* = 8) and age and sex-matched BL/10 controls (*n* = 10). Splenocytes were cultured as indicated, supernatants were collected, and IL-6 ELISAs performed. All samples were analyzed in duplicate and results of two independent experiments are shown. Significance was determined using the Mann-Whitney test. Mean and SEM are shown (^**^p ≤ 0.01).

We then stimulated splenocytes with TLR2 agonists. We first used PGN derived from *S. aureus*. This ligand primarily activates TLR2, although it is also reported to signal via NOD1 and NOD2 (38). Therefore, to examine activation of specific TLR2 binding partners, we stimulated cells with Pam3CSK4, a synthetic triacylated lipopeptide that activates TLR1/TLR2 heterodimers or FSL-1, a synthetic diacylated lipopeptide that has specificity for the TLR6/TLR2 heterodimer (39, 40). We found that both PGN and Pam3CSK4 stimulation resulted in heightened IL-6 secretion in splenocytes derived from NOD.B10 animals as compared to BL/10 controls (*p* = 0.002 and 0.009, respectively) (Figure 3B). Interestingly, we saw no difference in IL-6 production when we stimulated cells with FSL-1 (*p* = 0.6), suggesting that this TLR2 hypersensitivity was primarily a result of TLR1/TLR2 ligation rather than TLR2/TLR6 interactions (Figure 3B). Therefore, NOD.B10 splenocytes are hyper-responsive to TLR2 agonists.

### The DAMP Dcn Modulates Inflammatory Cytokine Production in a TLR4-Dependent Manner

Although pSS patients exhibit increased incidence of infections compared to the general population, it is likely that TLR activation in pSS is not solely mediated by microbial infection (41). Therefore, we sought to determine whether DAMPs promote inflammatory cytokine secretion and activate lymphocytes in the context of pSS. To this end, we stimulated splenocytes with the DAMP Dcn, as this ECM molecule is degraded in salivary tissue from NOD.B10 mice with disease (42). To confirm that this effect was not a result of endotoxin contamination, cells were treated concomitantly with PMB. We found that incubation of BL/10 and NOD.B10 splenocytes with Dcn resulted in secretion of TNFα, but IL-6 production was not seen (Figure 4A). We also analyzed LPS (*S. typhimurium*) treated cells and observed robust IL-6 and TNFα secretion as expected (Figure 4A). We then sought to determine whether Dcn-mediated TNFα production was dependent on TLR4. We incubated cells with the TLR4 inhibitor TAK-242 (43) and found that treatment with TAK-242 abrogated TNFα secretion (Figure 4B). Of note, incubation with a TLR2 neutralizing antibody in the presence of Dcn did not diminish TNFα secretion (data not shown).

**Figure 4:**
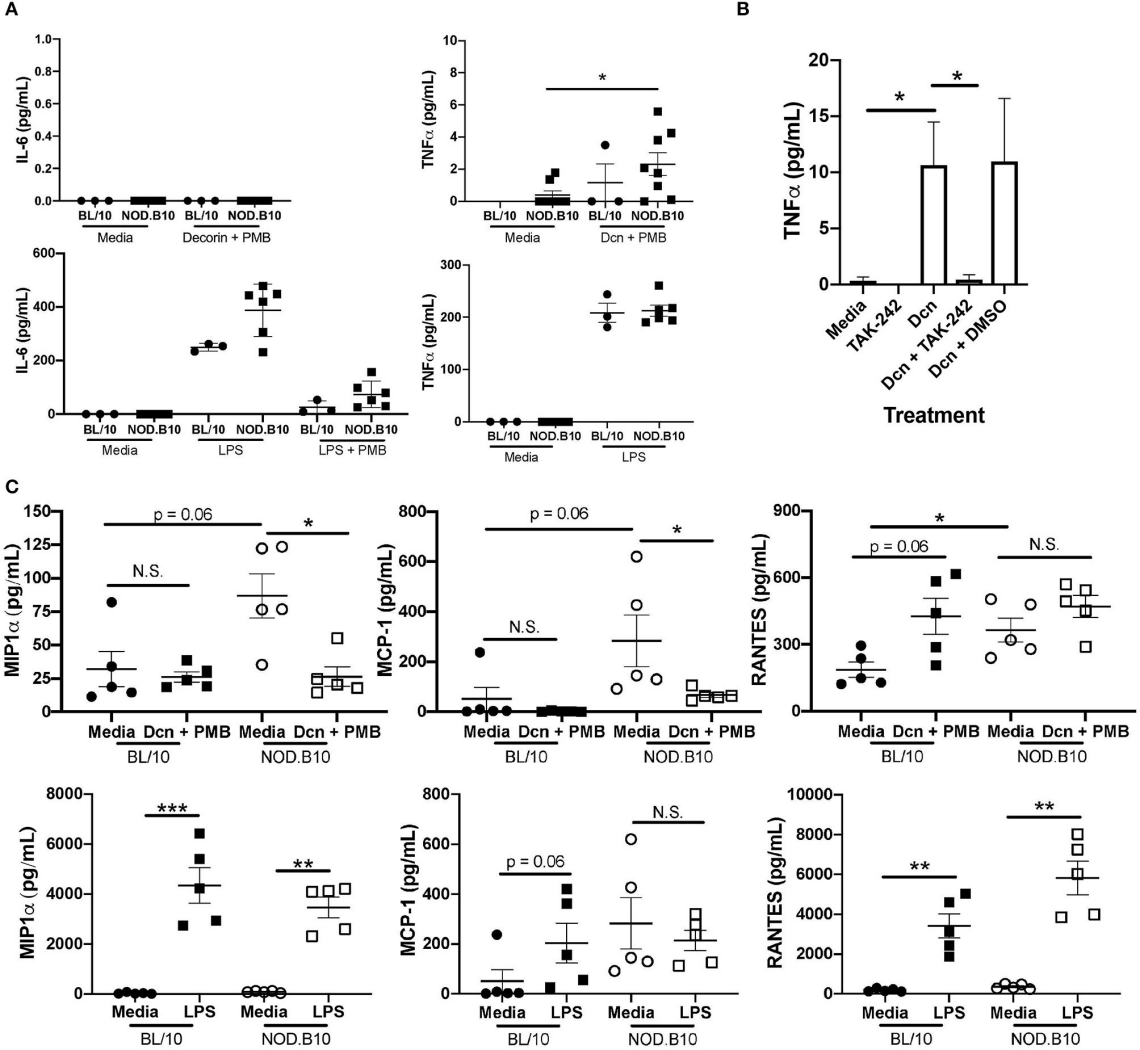
Dcn and LPS induce distinct inflammatory outcomes in NOD.B10 splenocytes via TLR4. Splenocytes were isolated from NOD.B10 females (*n* = 6) with clinical disease and age and sex-matched BL/10 controls (*n* = 3). **(A)** Cells were cultured in media alone, Dcn and PMB, or *S. typhimurium* LPS alone or with LPS and PMB. Supernatants were harvested and assayed for IL-6 and TNFα by ELISA. **(B)** Splenocytes from NOD.B10 females with clinical disease were cultured with the indicated inhibitors and controls and the supernatants harvested. TNFα was measured by ELISA. Combined results of at least 3 independent experiments are shown. All samples were analyzed in duplicate. **(C)** Splenocytes were isolated from NOD.B10 females (*n* = 5) with clinical disease and age and sex-matched BL/10 controls (*n* = 5). Cells were cultured in media alone, Dcn and PMB, or *S. typhimurium* LPS for 24 h. Supernatants were harvested and MIP-1α, MCP-1, and RANTES levels were quantified by cytokine multiplex array. All samples were evaluated in triplicate. Significance was determined using the Mann–Whitney test. Mean and SEM are shown (^*^p ≤ 0.05, ^**^p ≤ 0.01, ^***^p ≤ 0.001, N.S., non-significant).

To determine whether Dcn induced secretion of additional pro-inflammatory cytokines in the context of pSS, we harvested splenocytes from NOD.B10 females with clinical disease and those derived from age and sex-matched BL/10 mice (*n* = 5 each). Cells were incubated with media alone, Dcn in combination with PMB, or *S. typhimurium* LPS and cytokine multiplex arrays were performed on the supernatants (Figure 4C). Strikingly, we found that Dcn reduced production of both Macrophage Inflammatory Protein-1α (MIP-1α, also called CCL3) and Monocyte Chemotactic Protein-1 (MCP-1, also called CCL2) in splenocytes derived from NOD.B10 females (*p* = 0.02 and 0.02, respectively). In contrast, MIP-1α secretion by NOD.B10 splenocytes was increased in the presence of LPS (*p* = 0.008), while secretion of MCP-1 by NOD.B10 splenic cells did not differ between cells treated with media or LPS (*p* = 0.8). Of note, these findings were specific for pSS, as there was no difference in production of MIP-1α or MCP-1 between BL/10 cells treated with media alone or Dcn (*p* = 0.7 and 0.1, respectively). Finally, we examined RANTES (also termed CCL5) secretion in BL/10 and NOD.B10 splenocytes. We found that Dcn promoted RANTES secretion in BL/10 splenocytes as compared to cells incubated with media alone, although the difference did not reach significance (*p* = 0.06). Interestingly, Dcn did not alter RANTES secretion in NOD.B10 splenocytes (*p* = 0.2), although RANTES levels were elevated in supernatants derived from unstimulated NOD.B10 splenic cells as compared to those derived from BL/10 cells animals (*p* = 0.03). Of note, RANTES was induced in both BL/10 and NOD.B10 splenocytes treated with LPS (*p* = 0.008 and 0.008, respectively). Finally, Dcn did not alter secretion of IL-1α, IL-1β, IL-2, IL-4, IL-5, IL-10, IL-12p70, or IL-17 in either BL/10 or NOD.B10 splenocytes (Supplemental Figure 1). Thus, Dcn-mediated signals are distinct from those induced by LPS in NOD.B10 splenocytes, and TLR4 activation by decorin may be an important endogenous mediator of inflammation in pSS.

### Strong Constitutive and LPS-Induced Cytokine Secretion Is Observed in SMG Tissue Isolated From Female NOD.B10 Mice

Next, we sought to determine whether NOD.B10 salivary cells exhibited spontaneous and TLR4-induced cytokine secretion. We harvested SMG tissue from female NOD.B10 mice with clinical disease (*n* = 3). SMG tissue from age-matched NOD.B10 males was used as a control (*n* = 3), since slower disease progression is observed in males (23). Cells were pooled and cultured for 24 h in the presence or absence of LPS and the supernatant harvested.

We found female SMG cells secreted higher spontaneous levels of IL-6, IL-17, MCP-1, TNFα, and RANTES as compared to those derived from males and we observed little spontaneous inflammatory cytokine expression in the male SMG cells. LPS treatment resulted in heightened IL-6, IL-17, TNFα, and RANTES in female salivary tissue. When stimulated with LPS, male SMG cells were also responsive, secreting elevated levels of IL-6, MCP-1, and RANTES, although levels secreted were reduced as compared to females. Importantly, female SMG cells were hyper-responsive to LPS stimulation, as levels of IL-17 and TNFα increased in SMG tissue derived from females, but did not change in the male samples (Figure 5). Statistical analyses from 3 independent experiments are shown in Table 1. Taken together, these data show that NOD.B10 SMG cells secrete pro-inflammatory cytokines spontaneously and this secretion is further enhanced in the presence of LPS. Moreover, the effect of TLR4 agonism is more pronounced on female SMG tissue as compared to male.

**Figure 5:**
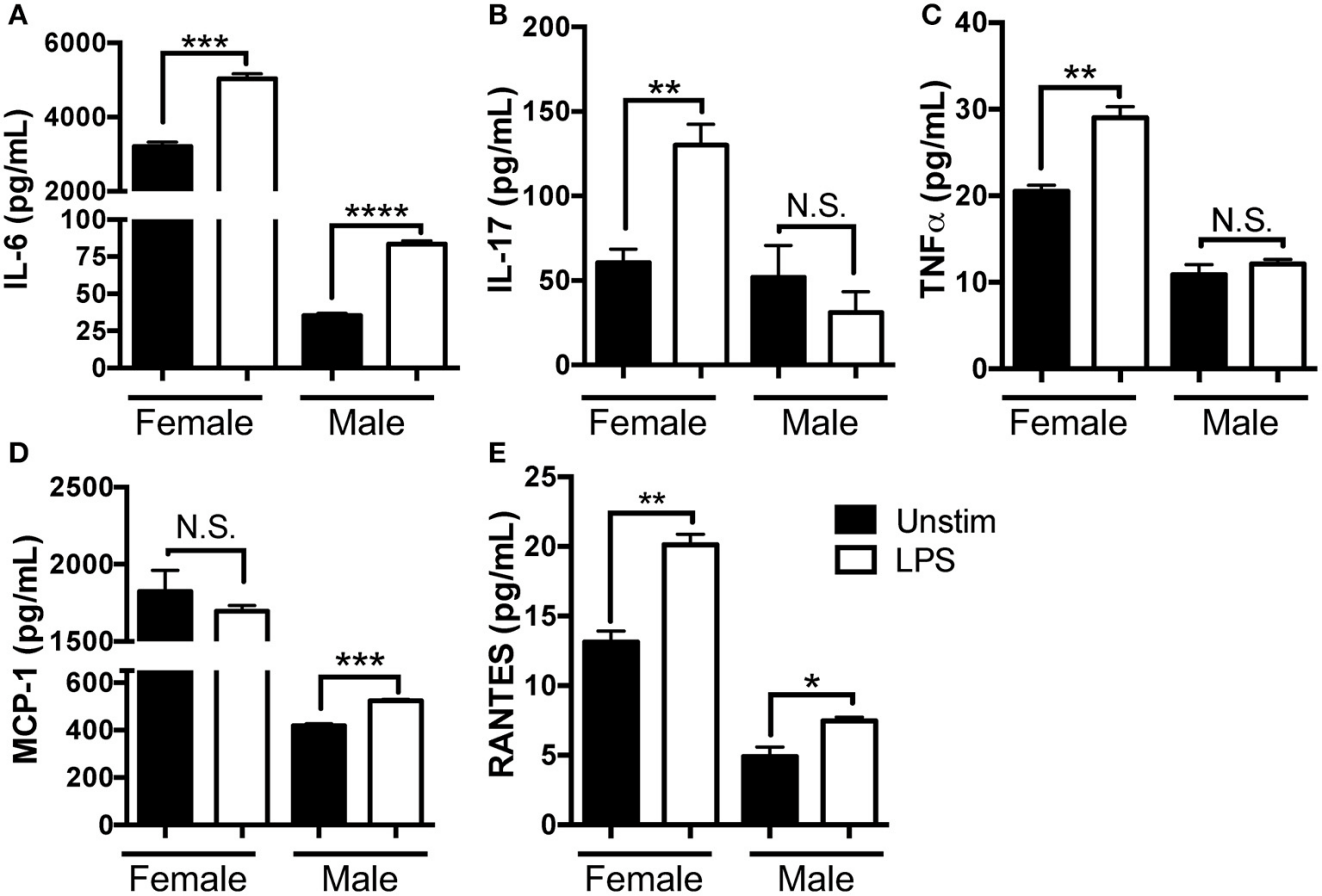
NOD.B10 SMG tissue exhibits spontaneous secretion of pro-inflammatory mediators that are enhanced in the presence of LPS. NOD.B10 female mice with clinical disease (*n* = 5) were euthanized and SMG tissue harvested and pooled. Cells were cultured in the presence or absence of LPS for 24 h and the supernatant harvested. **(A)** IL-6, **(B)** IL-17, **(C)** TNFα, **(D)** MCP-1, and **(E)** RANTES were assessed by cytokine multiplex array. All samples were analyzed in triplicate and results from one of three independent experiments are shown. Significance was determined using Mann–Whitney test. SEM is shown (^*^p ≤ 0.05, ^**^p ≤ 0.01, ^***^p ≤ 0.001, ^****^p ≤ 0.0001, N.S., non-significant).

**Table 1:** Statistical analyses of NOD.B10 multiplex array results (Figure 5).

**Cytokine**	**Female**	**Male**	**Unstim**	**LPS**
	**Unstim vs. LPS**	**Unstim vs. LPS**	**Female vs. Male**	**Female vs. Male**
IL-6	• *p* = 0.005 • *p* = 0.3 • *p* < 0.0001	<0.0001 <0.0001 N.D.	<0.0001 <0.0001 <0.0001	<0.0001 <0.0001 <0.0001
IL-17	• *p* = 0.009 • *p* = 0.001 • *p* = 0.1	0.4 0.4 N.D.	0.7 0.01 0.03	0.005 <0.0001 0.005
TNFα	• *p* = 0.04 • *p* = 0.004 • *p* < 0.0001	0.4 0.02 N.D.	0.002 <0.0001 <0.0001	0.0002 <0.0001 <0.0001
MCP-1	• *p* = 0.4 • *p* = 0.03 • *p* = 0.01	0.0006 0.009 N.D.	0.0005 <0.0001 <0.0001	<0.0001 <0.0001 <0.0001
RANTES	• *p* = 0.003 • *p* = 0.0003 • *p* = 0.002	0.03 0.03 0.2	0.002 <0.0001 0.001	<0.0001 <0.0001 0.03

*1, 2, and 3, independent experiments; N.D., none detected*.

### Myd88-Deficient NOD.B10 Mice Exhibit Attenuated Proinflammatory Cytokine Secretion

Next, we sought to determine whether the heightened cytokine secretion observed in female SMG tissue was dependent on Myd88. Previous studies in our lab found that salivary gland inflammation is diminished in NOD.B10 females that lack *Myd88* and these animals are protected from loss of salivary flow (9). To determine whether Myd88 was a key mediator of spontaneous inflammatory cytokine production in salivary tissue, we cultured SMG cells from NOD.B10^*Myd*88+/−^ and NOD.B10^*Myd*88−/−^ females and harvested the supernatant. Since NOD.B10 and NOD.B10^*Myd*88+/−^ females secrete similar levels of IL-6 (data not shown) we compared NOD.B10^*Myd*88+/−^ SMG supernatants (*n* = 6) to those of littermate control NOD.B10^*Myd*88−/−^ females (*n* = 6) for the multiplex array studies. We assayed a panel of inflammatory mediators and found that IL-6, MCP-1, and TNFα were decreased in supernatant derived from *Myd88*-deficient mice (*p* = 0.004, 0.03, and 0.03, respectively) (Figures 6A–C). Interestingly, we found no differences in levels of RANTES, IFNγ, IL-17, IL-4 or IL-1β between the NOD.B10^*Myd*88+/−^ and NOD.B10^*Myd*88−/−^ females (Figures 6D–H). These data indicate that Myd88-dependent signaling pathways contribute to the production of specific inflammatory cytokines in the context of pSS.

**Figure 6:**
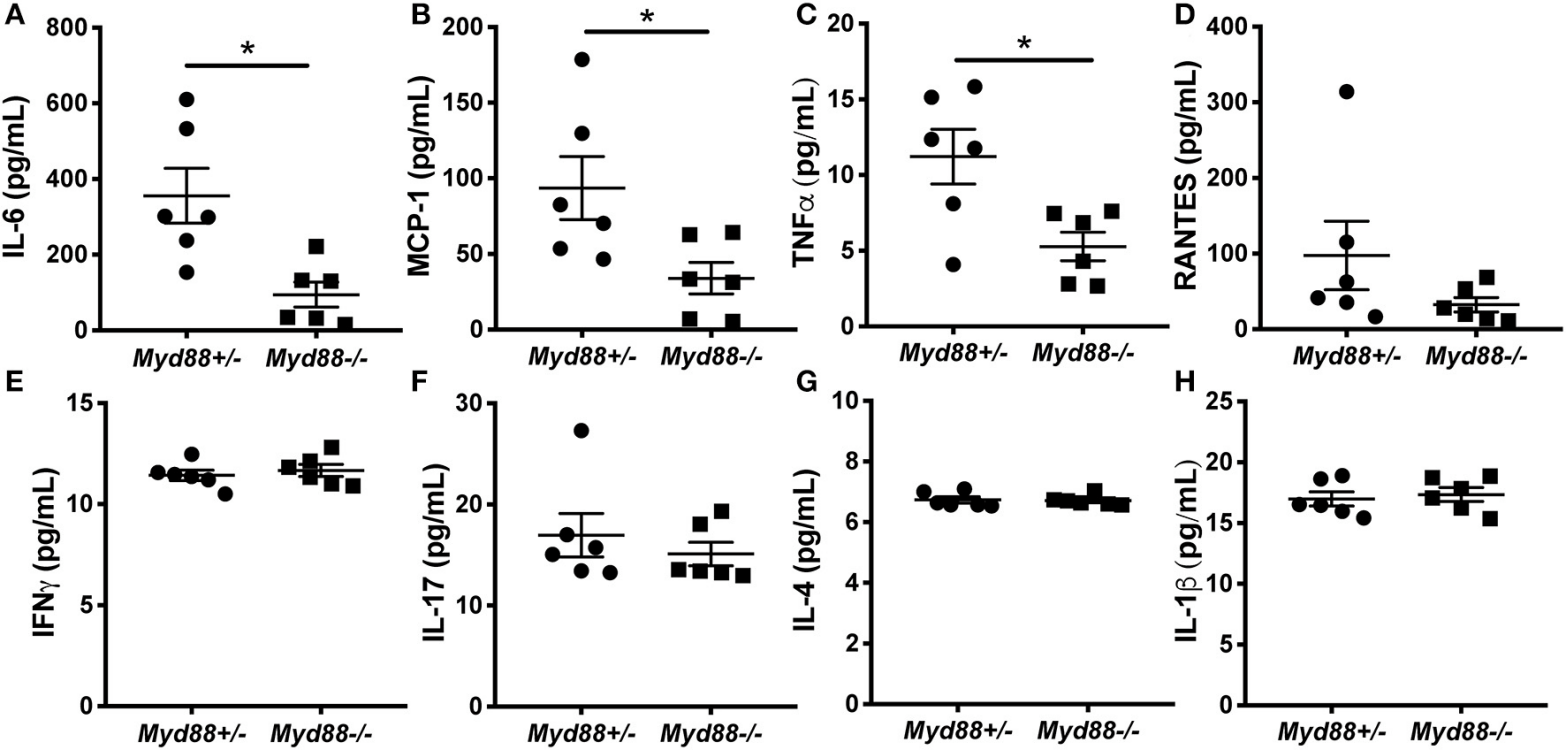
IL-6, MCP-1, and TNFα is decreased in SMG tissue derived from NOD.B10^*Myd*88−/−^ females. SMG tissue was harvested from NOD.B10^*Myd*88+/−^ and NOD.B10^*Myd*88−/−^ mice (*n* = 6 each). Tissue was dissociated, cultured for 24 h, and the supernatant harvested. Cytokine multiplex arrays were performed for **(A)** IL-6, **(B)** MCP-1, **(C)** TNFα, **(D)** RANTES, **(E)** IFNγ, **(F)** IL-17, **(G)** IL-4 and **(H)** IL-1β. Each sample was analyzed in triplicate. Significance was determined using the Mann–Whitney test. Mean and SEM are shown (^*^p ≤ 0.05).

## Discussion

Previous work by our group demonstrated that Myd88 is essential for pSS disease development in NOD.B10 mice (9). However, the specific signals that rely on Myd88 for induction of inflammation in the context of pSS remained unknown. To identify putative Myd88-dependent pathways that are dysregulated in pSS, we performed RNA-seq and identified dysregulation of many pathways associated with immune activation, including TLRs and TLR-related networks in NOD.B10 spleens. We then examined expression of TLR2, TLR2 co-receptors, and TLR4 and found differences in expression of these receptors in salivary and splenic tissue. Moreover, splenocytes derived from pSS mice exhibited hyper-responsiveness to TLR2 agonists as compared to those from BL/10 controls. Treatment of NOD.B10 splenocytes with the DAMP Dcn modulated inflammatory cytokine production via TLR4. Of note, inflammatory outcomes induced by Dcn were distinct from those mediated by LPS in pSS. We found pSS salivary tissue exhibited spontaneous cytokine secretion that was further enhanced by TLR4 ligation. Finally, production of many of these pro-inflammatory cytokines in salivary tissue required Myd88. Taken together, these data suggest TLR2 and TLR4-mediated signaling networks drive chronic inflammation in the context of pSS.

While the ligands that drive disease progression in pSS remain unknown, activation of TLR signaling pathways by DAMPs plays a definitive role in many autoimmune diseases, including lupus, rheumatoid arthritis, and scleroderma (44–46). DAMPs are endogenous molecules that are released upon necrosis or due to damage from tissue injury (45, 47, 48). In healthy individuals, activation of TLR pathways via DAMPs results in inflammatory gene expression which mediates tissue repair (49). However, in individuals with autoimmunity, activation of these pathways by DAMPs can result in release of pro-inflammatory cytokines which further perpetuate an inflammatory response (45, 47, 49).

Of relevance to the current study, elevated levels of proteolytic degradation of two DAMPs that are normal constituents of the ECM (Dcn and biglycan) are reported in salivary gland tissue from NOD.B10 mice (42). Proteoenzymatic digestion of these DAMPs may release them from the ECM in soluble form, thereby making them accessible as ligands for TLRs (50). This TLR activation may then promote inflammatory cytokine secretion by numerous cell types, ultimately leading to further ECM degradation (49, 51–53). Both TLR2 and TLR4 are activated by numerous DAMPs (48). While a previous study found Dcn induced cytokine secretion via TLR2 and TLR4 in macrophages (54), our work revealed that Dcn signals through TLR4, but not TLR2, to induce TNFα in NOD.B10 splenic tissue. Thus, it is possible that differences exist in signaling cascades activated by Dcn in a cell-type specific manner and these could be altered in the context of pSS.

It is important to point out that the animals examined in this study are 26 weeks of age, the time at which the animals display clinical disease. Several studies demonstrate key differences in the immune response that vary depending on disease stage. Accordingly, data suggest the innate response is activated early in disease, and that activation of the innate response results in engagement of the adaptive (3, 4, 55–58). Thus, it is likely that the role of the Dcn-induced TLR-mediated signaling may vary depending on the disease stage. For example, an inciting disease event may lead to tissue damage within exocrine glands that results in the release of soluble ECM molecules including Dcn. These DAMPs could then bind to TLRs expressed by salivary gland epithelial cells and tissue resident immune populations, thereby driving production of pro-inflammatory mediators and facilitating the recruitment of innate and adaptive cells into the salivary tissue (59). This paradigm is supported by studies of kidney pathoses, as DAMP-mediated recruitment of Th1 and Th17 cells is mediated by TLR2 and TLR4 interactions (60). Since most cells recruited to the salivary tissue express TLRs (8), this may lead to a continuous cycle of unremitting inflammation and further tissue destruction. As tissue breakdown continues, Dcn levels may become elevated systemically, as is observed for the related DAMP biglycan in SLE patients (44), and this may be a mechanism contributing to the systemic disease manifestations observed in pSS. Thus, blockade of these signals early in the course of disease may mitigate both local and systemic disease severity.

Furthermore, our data suggest that tissue-specific TLR expression mediates distinct pSS disease manifestations. We focused our initial analyses on salivary and splenic B cells, as the importance of TLR activation of B cells in other autoimmune diseases is evident (61). In pSS, the significance of B cell-intrinsic TLR signaling is poorly understood (62). Interestingly, expression of TLR4 and TLR6 was higher while levels of TLR1 and TLR2 were diminished in B cells derived from NOD.B10 SMG tissue as compared to B cells derived from the spleen. While the reasons for this are unclear at present, it is possible that differences in the microenvironment of the SMG and the spleen may govern B cell TLR expression in these tissues. Importantly, although the regulation of TLR2 and TLR4 is complex, it is well-established that receptor-ligand interactions initiate downstream signaling pathways that regulate TLR expression in an autocrine manner (51, 53, 63). These TLRs may be up- or downregulated, depending on the specific ligand encountered (51). This elaborate regulatory network provides an elegant feedback loop that allows for the modulation of inflammation. However, in autoimmunity these networks may be triggered inappropriately, thereby leading to chronic activation and subsequent tissue damage.

In pSS, splenic and salivary cells are hyper-responsive to TLR2 and TLR4, respectively, suggesting an important role for DAMP-induced inflammation in disease in both immune cells and salivary epithelium. Our findings are consistent with those in humans, as TLR2, TLR4, and TLR6 are upregulated in salivary tissue of pSS patients and pSS peripheral blood cells are hyper-reactive to ligation by TLR4, TLR2, and TLR2/6 agonists (LPS, peptidoglycan, and zymosan, respectively) (16). Furthermore, our work demonstrates that Dcn modulates inflammation in NOD.B10 splenocytes. These findings have important implications for disease pathogenesis, as it is possible that circulating B cells that have high TLR4 expression could encounter soluble decorin within pSS salivary tissue (16). TLR ligation by this DAMP could then promote inflammation and further tissue destruction through secretion of cytokines such as TNFα and possibly RANTES (16, 53). Interestingly, work in a lupus model demonstrates that overexpression of biglycan, a DAMP that is related to Dcn, induces similar levels of TNFα in spelenic tissues as were observed in our pSS mice (44). It is important to point out that Dcn also attenuated production of specific pro-inflammatory mediators in NOD.B10 splenocytes, as production of both MIP-1α and MCP-1 was mitigated in the presence of Dcn. Thus, further work is needed to understand this potentially dichotomous role of Dcn in pSS.

MIP-1α, MCP-1, and RANTES are important mediators of immune cell chemotaxis. Indeed, MIP-1α is secreted by most hematopoietic cells and binds CCR1 and CCR5. MIP-1α recruits immune cells to sites of inflammation, specifically T cells, monocytes, dendritic cells (DCs), and natural killer (NK) cells (64). More recent work revealed that MIP-1α induces chemotaxis of T follicular regulatory (Tfr) cells and promotes interactions between antigen-specific B cells and Tfr cells (65). MCP-1 is a ligand for CCR2 and is expressed by diverse cell types, including epithelium and macrophages (66). CCL2 drives recruitment of monocytes/macrophages, memory T cells, and NK cells (66). In addition, RANTES is produced by many cells types, including T cells and binds to CCR1, CCR3, and CCR5 to mediate chemotaxis of T cells, DCs, eosinophils, NK cells, and mast cells to inflamed tissues (67). Lastly, a mouse model that overexpresses TNFα in salivary tissue specifically develops robust sialadenitis reminiscent of that seen in SS patients (68). Thus, Dcn-induced dysregulation of cytokines and chemokines in the context of pSS likely alters the immune response, including the recruitment of both innate and adaptive cells to sites of inflammation in disease.

Previous work by our group demonstrated Myd88 is crucial for pSS development in NOD.B10 mice (9). The present study extends these findings, as we demonstrated that Myd88 controls expression of TLR1 and TLR2 in splenic B cells. Furthermore, Myd88 is required, at least in part, for spontaneous production of IL-6, MCP-1, and TNFα within the salivary tissue. Importantly, numerous studies show Myd88 is essential for DAMP-mediated inflammation (44, 60, 69, 70). Our findings suggest that the attenuated disease phenotype observed in the *Myd88*^−/−^ NOD.B10 model may be due to reduced activation of DAMP-mediated TLR signaling networks (9). While further data are needed to identify the specific DAMPs, and whether these are interactions are driven by exocrine-gland destruction specifically, our work suggests that ligation of TLR4 by Dcn may be a novel underlying source of inflammation in pSS.

Here we show LPS and Dcn induce secretion of distinct pro-inflammatory cytokines, as Dcn only induces TNFα, while LPS induces both IL-6 and TNFα. Moreover, LPS induces significant MIP-1α secretion while secretion of this cytokine is diminished by Dcn in NOD.B10 splenocytes (Figure 4). These data are consistent with the literature, as DAMPs and PAMPs that bind the same TLR can induce divergent signaling outcomes (53). Specifically, while ligation of TLR4 with either a DAMP or a PAMP resulted in NF-κB activation in macrophages, ligand-dependent differences were observed in both cytokine secretion and phosphoproteomic profile (53). While the reasons for these differential signaling outcomes are incompletely understood, it is likely that different TLR agonists facilitate recruitment of specific adaptor molecules that direct distinct signaling outcomes. For example, LPS activation of TLR4 requires both MD-2 and CD14, while the DAMP tenascin-C does not (71). Another factor that likely contributes to the specificity of the response is the ligand-induced conformational changes of the TLR itself, as different LPS chemotypes result in the formation of either monomeric or dimeric TLR4 complexes (72). While the aforementioned study did not assess downstream signaling events in depth (72), it is possible that DAMPs and PAMPs may induce distinct conformational changes in cognate TLRs that fine-tune the inflammatory response. Further studies are needed to determine the exact mechanisms governing signaling outcomes by exogenous and endogenous agonists that bind the same TLR.

In conclusion, we established that TLR1, TLR2, TLR6, and TLR4 are differentially expressed in splenic and salivary B cells of NOD.B10 mice and expression of TLR1 and TLR2 is attenuated in the absence of Myd88. Importantly, splenocytes from pSS mice are hyper-responsive to TLR2 ligation and female NOD.B10 salivary tissue shows heightened inflammatory cytokine secretion in the presence of LPS. In addition, production of IL-6, TNFα, and MCP-1 requires Myd88 in salivary tissue. Finally, Dcn may represent a novel mediator of TLR-induced inflammation in pSS, as this ECM molecule modulated production of inflammatory mediators in splenocytes. Thus, our work suggests an important role for activation of TLR2 and TLR4 both locally and systemically in pSS.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus (GEO) accession number GSE136402.

## Ethics Statement

The animal study was reviewed and approved by the University at Buffalo Institutional Animal Care and Use Committee.

## Author Contributions

JMK conceived of the work, wrote the manuscript, and performed experiments. JK and EK critically edited the manuscript and performed experiments. R-AR and GY critically edited the manuscript and analyzed the RNA-sequencing data.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

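Spleen RNA of 3 NOD.B10 and 3 BL/10 females was sequenced by the authors. The deposited values are raw read counts per gene and library. According to the paper, reads were mapped to the mm10 build with Tophat2, and according to the header of the table, the authors counted them with featureCounts version 1.5.1 on the exons of Ensembl annotation 84 (GRCm38), an annotation kept in a directory of indexes for another aligner, HISAT2. No normalization was applied to the deposited counts. The table also holds the length of each gene, a value without a sample. The Myd88-deficient libraries named in the header were not analysed here. Gene symbols were taken from GENCODE M21, which uses the same build, and 47224 of 47729 gene identifiers matched.

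The strain of each library was taken from the name of its column. The titles and strain fields of the samples name the opposite strain for all 6 libraries, and the descriptions give the library number and strain of the column names. For BL/10 replicate 3 the rest of the description differs from the column name and is that of BL/10 replicate 2, so its match rests on the library number and strain alone. Before the counts were seen, the samples had been assigned to strains by their titles. The column names were used once the table was seen, because they name the strain of each column directly, and the directions of the Figure 1B,C genes and the counts of Ifi202b had been seen when this was written down. The choice was therefore not blind to the results, and every direction would be reversed under the titles. Replicate numbers and the ages in the labels are those of the sample whose description gives the same library number and strain.

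Counts were analysed with R version 4.3.3, edgeR version 4.0.16, limma version 3.58.1 and DESeq2 version 1.42.0. Genes were kept by edgeR's filterByExpr (15330 genes), normalized by TMM and compared between strains by the quasi-likelihood test, with Benjamini-Hochberg adjusted p under 0.05 as the threshold and BL/10 as the reference. The standard errors of edgeR log2 fold changes were computed from the fold change and the F statistic. Means and SDs are of TMM-normalized CPM over 3 libraries. The total counts were between 16257041 and 17160323 in NOD.B10 and between 15662712 and 18298451 in BL/10. A count of 3 was used as the floor of detection, and where all libraries of a strain were at or under it, folds are given as lower bounds. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, so tests across all genes were used.

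Gene lists were written before the data were examined. They hold the 39 genes of Figure 1B and the 15 of Figure 1C with their direction in the heatmaps, 29 core TLR genes, 5 lists after KEGG terms, and 14 lists of cell type or tissue markers (T cell, B cell, plasma cell, NK cell, neutrophil, macrophage, dendritic cell, erythroid, megakaryocyte, stromal, pancreas acinar, adipocyte, proliferation and interferon). The KEGG-like and marker lists came from general knowledge. Over-representation among the 1000 genes higher in NOD.B10 with the smallest p was tested by a one-sided Fisher's exact test, and lists were compared over all genes by limma's camera test with a correlation of 0.01. The genes to be named were also fixed before the data were examined, as all genes of Figures 1B,C, the core TLR genes, Ifi202b, and the 5 genes each way with the largest log2 fold change among those past the threshold whose libraries did not overlap and which had at least 10 counts in all libraries of the higher strain. Those given with full statistics were picked from these after their values were seen.

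Alternatives fixed before the data were examined were DESeq2, RLE size factors, upper-quartile normalization, leaving out hemoglobin and immunoglobulin genes, a likelihood ratio test, no filter beyond 1 count, at least 10 counts in every sample, a replicate block, limma-voom with quality weights, stricter thresholds, leaving out each replicate in turn, and, for the lists, other rankings, backgrounds, set tests and the Reactome lists distributed with the fgsea package. The fitting procedure was tested on simulated counts with 200 changed genes, of which 197 were found, with 8 unchanged genes called among 14860 genes run. The simulated changes were 4-fold either way, in genes above a minimum expected count. The simulated spread followed the trend of the BL/10 libraries, without differences between genes of the same level. This recovery therefore does not measure the power for smaller changes, such as those of the Figure 1B genes. Colours of the heatmaps in Figures 1B,C were read from the picture to compare them with the libraries. Tests of other splits on the medians of 4 marker lists, the windows of genes compared with the H2 interval, and the limit on the spread of pancreas genes were added after the values were seen.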

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

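The tests of the T cell share, of red blood cell precursors and of lost NOD alleles were chosen before the values were seen, and those of list medians in other splits, of T cell receptor signaling genes outside the marker list, of processed pseudogenes and of lost alleles as the whole cause were chosen after. The results concern genes the paper does not discuss that were above the level in BL/10, and all directions depend on the strain in the column names.

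T cell marker genes were higher in NOD.B10 spleens, with a median log2 fold change of 1.25 over 20 genes, of which 19 were higher and 17 had an adjusted p under 0.05 in edgeR. The list passed limma's camera test (adjusted p = 1.08e-11) and fry (adjusted p = 0.036), but not with an estimated correlation (adjusted p = 0.631). The median lay between 1.12 and 1.40 across the 6 fits without a replicate. Only 1 of the 10 splits of the 6 libraries, the real one, gave a median this far from 0, and the other splits reached 0.70, but 10 splits cannot give a share under 0.1. The erythroid list was lower in NOD.B10, with a median of -0.50 and 1 of its 15 genes higher. A smaller share of red blood cell precursors alone would move the other blood cell lists alike. They moved apart, with a median of -1.87 for neutrophil genes and 0.24 for B cell genes. This argues against such a share as the whole cause. A part of the rise from it, or from a joint fall of several lineages, stays open. The T cell receptor signaling list, which shares 11 genes with the T cell list, rose less (median 0.17). Its 87 genes outside the T cell list had a median of 0.13 and were higher as a set by limma's camera test and by fry. This argues against a change confined to the marker genes, by a narrow margin, since a median within 0.1 of that of all tested genes had been set as the limit. A larger share of T cells in NOD.B10 spleens is a candidate explanation that these values are consistent with, and a change within T cells stays open and was not tested.

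Plasma cell marker genes were also higher in NOD.B10, with a median log2 fold change of 0.64 over 12 genes, of which 10 were higher and 8 passed the threshold in edgeR. The list passed camera (adjusted p = 0.000699) and fry (adjusted p = 0.036), and failed with an estimated correlation (adjusted p = 0.631). Only the real split, 1 of the 10 splits, gave a median this far from 0, and the others reached 0.40. Immunoglobulin genes made up 3.78%, 4.48% and 4.37% of the counts in NOD.B10 and 2.95%, 2.12% and 2.43% in BL/10. The library totals of the strains overlapped, with a lowest NOD.B10 total of 16257041. A difference in cell composition and a change within cells stay open, and neither was tested apart from these lists.

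Ifi202b, on chromosome 1 from 173962568 to 173982744, had 838, 624 and 485 counts in NOD.B10 and 2, 0 and 0 counts in BL/10, at least 201-fold higher than the floor in BL/10. It was the gene fixed beforehand as a strain marker, and it stayed past the threshold under every setting tried except a minimum of 10 counts in every sample, which leaves it out. Lost reads of NOD alleles would lower counts in NOD.B10, and this gene goes the other way. A strain difference in this gene stays open, and whether reads of a related gene of its family are placed on it was not tested.

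In all, 91 genes, Ifi202b among them, had at least 10 counts in all 3 NOD.B10 libraries and at most 3 in each BL/10 library, and 58 genes showed the reverse. Reads of NOD alleles lost against the C57BL/6J reference would silence genes in NOD.B10. They cannot be the whole cause of the differentially expressed genes, since 1396 were higher in NOD.B10 with a median log2 fold change of 0.86, and 680 were without NOD.B10 replicate 1, the fewest across the fits without a replicate. For part of the genes they stay open. Pseudogenes other than those of immunoglobulin and T cell receptor genes were 48 of the 91 genes and 7 of the 58. Of the protein-coding genes, 35 were silent in NOD.B10 and 26 in BL/10, a split too even to decide. Processed pseudogenes were 36 of the 91 genes (39.6%) and 5 of the 58 (8.62%), a difference with p = 1.76e-05 in a one-sided Fisher's exact test, while they made up 1.73% of the tested genes. NOD variants that place reads on pseudogene copies of the reference may account for part of these genes, and copies present only in the NOD genome stay open, since no NOD genome was used here. Of the 58 genes read only in BL/10, 2 were on the pancreas list. This count may be too low. Reg1, with the highest mean of the 58 (239 CPM), is not among the 13 tested genes of that list. It was at 652, 65.1 and 0.852 CPM in BL/10 replicates 1, 2 and 3, falling in the same order as those genes.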

How the results depend on the processing

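All 54 genes of Figures 1B,C kept the direction of the heatmaps in edgeR and DESeq2. Apart from the replicates left out and the stricter thresholds, the alternatives kept the count of differentially expressed genes within 1.5 times the 2656 of the TMM fit, from 2067 with at least 10 counts in every sample to 3690 with limma-voom. A log2 fold change of at least 1 either way left 1232 genes, and an adjusted p under 0.01 left 1035 genes, because a stricter threshold keeps fewer genes. The share of higher against lower genes moved by less than 10 percentage points under every scaling.

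Leaving out one replicate also changed the counts. Across the 6 fits that each left out one replicate, the number of differentially expressed genes ran from 1269 to 4107, that of higher genes from 680 to 1917 and that of lower genes from 589 to 2190. The count rose to 4107 without BL/10 replicate 1 and fell to 1269 without NOD.B10 replicate 1, 1395 without NOD.B10 replicate 3, 1580 without BL/10 replicate 2 and 1744 without BL/10 replicate 3. Figure 1B genes called ran from 13 to 33, Figure 1C genes from 4 to 11, and core TLR genes from 3 to 5. Fewer samples lower the power, which may account for part of the falls. Fits of the same size differed, with 2012 genes without NOD.B10 replicate 2, so sample number alone does not account for their size. BL/10 replicate 1 differed most from the others of its strain (chi-square per degree of freedom of 65.7 and 83.8, against 20.3 between BL/10 replicates 2 and 3), and leaving it out leaves a smaller spread within BL/10. Matched through the descriptions, it is also the only BL/10 library labelled 26 weeks, the age given for the NOD.B10 libraries. By this match, the fit without it compares strains of different ages. The titles put the 36-week labels on NOD.B10 replicates 2 and 3 instead.

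The over-representation results depended on the ranking and background. ECM-receptor genes passed when ranked by p in DESeq2 (11 genes) and with at least 10 counts in every sample (12 genes). Cytokine-cytokine receptor genes passed when every higher gene was used (25 genes) and with at least 10 counts in every sample (19 genes). T cell receptor signaling (19 genes) and primary immunodeficiency (8 genes) failed when only listed genes were the background. There fewer genes are compared, and a larger share of them is among the top 1000. Across the fits without a replicate, cytokine genes among the top 1000 ran from 15 to 21 and ECM-receptor genes from 5 to 15, and both passed in some fits. The cause of these changes was not tested.

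In the tests over all genes, the T cell receptor signaling list (median log2 fold change 0.17) and the primary immunodeficiency list (0.31) were not past the threshold with an estimated correlation, nor was the primary immunodeficiency list with fry (0.31). The cause was not tested. Camera's direction for the ECM-receptor list changed when a replicate was left out, with medians from -0.11 to 0.058. The same held for lists without a difference, with medians of the macrophage list from 0.092 to 0.21, the NK cell list from -0.32 to 0.051, the dendritic cell list from -0.0086 to 0.18 and the adipocyte list from -1.62 to 0.56. The log2 fold change of Ly96, which did not differ, ran from -0.24 to 0.030. Camera called 10 of the 14 marker lists, fry 3 and an estimated correlation 0, with 7 to 10 across the fits without a replicate. The preset correlation of camera is the most lenient of the 3 settings, and another split of the libraries gave as many calls. For single genes and marker lists, changes other than a change of direction were also counted. With DESeq2, 2 results became significant and 1 lost significance, and with limma-voom these were 2 and 5. With the likelihood ratio test 4 results became significant, without a filter 2, and with upper-quartile normalization 1 lost significance. With the replicate block, 1 became significant and 1 lost significance. The fits without a replicate moved more results. From 3 (without BL/10 replicate 1) to 11 (without NOD.B10 replicate 3) lost significance, and 3 and 1 became significant in these fits. A minimum of 10 counts in every sample leaves out Cxcl14 and Ifi202b, among other genes, and the Reactome lists held no counterpart of the primary immunodeficiency list, so these have no value there.

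The replicate numbers do not pair the libraries. The deviations from the strain means of same-numbered libraries correlated across genes at 0.08, 0.36 and -0.09 for numbers 1, 2 and 3, and genes are not independent replicates. The libraries share only a number. The fit with a replicate block called 2889 genes.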

Differences from the paper's values

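The paper's Figure 1A gives a -log10 p of about 2.4 for ECM-receptor interaction, read by eye, against 1.09 here, and about 2.3 for cytokine-cytokine receptor interaction in Fig. 1A, read by eye, against 0.731 here. Both values here were computed with gene lists written by hand and Fisher's exact test, not with the lists and the test of the paper's tool. The background here was the 15330 tested genes, while the paper names only the default settings of its tool. T cell receptor signaling (4.80 here, about 6.6 in Fig. 1A by eye) and primary immunodeficiency (2.90 here, about 4.3) were also lower here. These 2 lay within 1.5 times the paper's values. The effect of the background on these differences was not tested. Of the alternatives set before the data were examined, ranking by p in DESeq2 (1.80) and at least 10 counts in every sample (1.99) brought ECM-receptor interaction within 1.5 times the paper's value. For cytokine-cytokine receptor interaction, the use of every higher gene (1.71), at least 10 counts in every sample (1.54), leaving out NOD.B10 replicate 3 (2.24) and leaving out BL/10 replicate 1 (1.99) did so. The others did not. Leaving out BL/10 replicate 3 took ECM-receptor interaction past the paper's value, to 3.70.

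The paper calls all genes of Figures 1B,C differentially expressed. Here, 18 of the 54 genes had an adjusted p of 0.05 or more in edgeR's quasi-likelihood test. DESeq2, the paper's tool, called 5 of these, namely Tlr1 (adjusted p = 0.0387), Nfkb1 (0.0442), Esr1 (0.0422), Cxcl9 (0.0193) and Ccl6 (0.0157), and did not call Sarm1 (0.0642) and Cxcl14 (0.057), which edgeR called. Some setting tried called each of the others except Nr1h3, Ubqln2, Lrrfip2, Arf6, Lgr4 and Cxcl10. These 6 genes were called by none of the 15 alternatives. The likelihood ratio test called 7 of the 18, among them Rsad2, Cd300ld3 and Tnf, limma-voom also called 7, among them Traf5 and Cxcl13, no filter called Rsad2, Cxcl9 and Ccl6, and the fit without BL/10 replicate 1 called 10, among them Mfhas1 and Nfkbiz. RLE size factors called Esr1, leaving out hemoglobin and immunoglobulin genes and a minimum of 10 counts in every sample each called Esr1 and Cd300ld3, and the replicate block called Cxcl9, Ccl6 and Cxcl13. Some settings also lost genes that edgeR called. A minimum of 10 counts in every sample lost Irf4, Tnip2 and Tnfrsf4 and leaves out Ccl11 and Cxcl14, so that 33 of the 54 genes were called against 36. The replicate block lost Tnip2 and Tlr8, no filter and upper-quartile normalization lost Tnip2, limma-voom lost Cxcl14, and the fit without BL/10 replicate 1 lost Tlr8 and Cxcl14. The other 5 fits without a replicate called none of the 18 and lost 7 to 18 genes.

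The legend of Figure 1 describes the genes of the heatmaps as higher in NOD.B10. Of the genes drawn there, 11 in Figure 1B and 4 in Figure 1C were lower in NOD.B10, in the heatmaps and here.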

Other observations

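The tests of other splits, red blood cell precursors, pancreas or fat in NOD.B10, the H2 interval, gene length and GC content were chosen before the values were seen. Those of the labels, library size, pancreas in BL/10, single unusual libraries, list medians in other splits, ages and windows of genes along the genome were chosen after.

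The colours of the heatmaps in Figures 1B,C were compared with the z-scores of the libraries over the 54 genes. Each of the 6 columns of the table correlated best with a heatmap column of the strain in its own name, with r of at least 0.994 across genes, and the highest r with the other strain was -0.62. Genes are not independent replicates. A column exchanged between strains would have matched the other strain, so the column names and the paper's figure name the strains alike, and the titles are the labels that differ. An exchange made before the figure was drawn stays open.

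The real split of the 6 libraries into 3 and 3 gave 2656 differentially expressed genes and the other splits gave 0 each, so 1 of 10 splits reached this count, a share that cannot fall under 0.1 in this design. At an unadjusted p under 0.05, the real split gave 5243 genes and the others between 124 and 1932. The same held for the called genes of Figure 1B (26, in 1 of 10 splits), Figure 1C (10, in 1 of 10 splits) and the core TLR list (5, in 1 of 10 splits), with 0 in each other split and at most 2 genes of a list at an unadjusted p under 0.05. For the lists after the KEGG terms, 4 of the 10 splits gave at least 2 over-represented lists in either direction. For marker lists called by camera, 2 of the 10 splits gave at least 10 lists, and the other splits gave 2 to 10, so a camera call on a marker list does not separate the strains from other splits.

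Technical differences between the strains were weighed as explanations of the count of genes. The library totals overlapped, since the lowest NOD.B10 total of 16257041 lay within the BL/10 range. The median length of higher and lower genes differed by 1.28 times, and their median GC by -0.45 percentage points. Age, by the labels, stays open. Inherited differences between the strains are a candidate explanation. By its full name in the paper, NOD.B10 carries the H2-b haplotype, which C57BL/10 mice also have, and from H2-K1 to H2-T3 on chromosome 17 (33996017 to 36190287), 6 of 118 tested genes (5.08%) were differentially expressed, against 17.4% elsewhere (one-sided Fisher's exact test, p = 6.22e-05). None of 121 windows of 118 genes held as few, and the lowest held 9. These values are consistent with local inheritance, but neighboring genes are not independent, and other features of this interval stay open.

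By edgeR's log2 fold change, the largest decreases in NOD.B10 among the genes that met the rule for naming were for 2210010C04Rik, Gm43305, Cpb1, Reg1 and Cela2a. All were highest in BL/10 replicate 1. In each of the 3 fits without a NOD.B10 replicate, 2210010C04Rik, Cpb1, Reg1 and Cela2a were no longer past the threshold, with adjusted p from 0.0525 to 0.103 in edgeR, and they passed in the 3 fits without a BL/10 replicate. They also failed with limma-voom, and over all alternatives their adjusted p ran from 1.38e-09 (Cpb1 with DESeq2) to 0.288 (Reg1 with limma-voom). Gm43305 passed in all 6 fits. It was at or under the floor in NOD.B10 and at 31.2, 10.1 and 11.8 CPM in BL/10 replicates 1, 2 and 3, an order that the pancreas genes did not share. The pancreas list made up 1.47%, 0.211% and 0.0112% of the counts in BL/10 replicates 1, 2 and 3, and at most 0.00322% in NOD.B10. All 13 tested pancreas genes fell in this order, and their log2 ratios between BL/10 replicates 1 and 2 had a median of 2.81 and an SD of 0.156 across genes. The SD was 0.950 between BL/10 replicates 2 and 3, where Cela1 departed from the others, and the limit of 1 on this SD was set after these values were seen. For Cpb1, the levels were 1839, 307 and 3.30 CPM in BL/10. Cela1 was also read in NOD.B10, at 18.2 to 28.3 CPM. The BL/10 libraries differed by 125-fold in the summed pancreas genes, by 18.6-fold without replicate 1 and by 6.75-fold without replicate 3, which argues against a heritable difference between the strains. Pancreas tissue carried along with BL/10 spleens is a candidate explanation. Pancreas or fat in NOD.B10 spleens had been set as an explanation to weigh for higher ECM-receptor genes, but that list was not higher (median -0.07), so the test decides nothing. The adipocyte list had a median of -1.10, and of 0.56 without BL/10 replicate 3.

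By edgeR's log2 fold change, the largest increases among the genes that met the rule for naming were for Npy, Ifi202b, BC018473, Ccnb1ip1 and Gm8210. Fitted values over libraries at or under the floor are uncertain, so other genes silent in BL/10 may have risen as much. Npy was at least 48.0-fold higher, Ccnb1ip1 at least 27.4-fold and Gm8210, a processed pseudogene, at least 97.8-fold, with all BL/10 libraries at or under the floor. For BC018473, an antisense gene whose reads were counted without strand, the log2 fold change was 9.62.

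Neutrophil genes were lower in NOD.B10, with a median log2 fold change of -1.87 over 13 genes, of which 11 passed the threshold. The median stayed at -1.46 or lower when each library was left out, so a single unusual library does not account for it. Interferon-response genes were lower by a median of -1.13 over 15 genes, of which 10 passed the threshold, and the median stayed at -0.81 or lower. Only 1 of 10 splits for each, the real one, gave medians as far from 0, and the other splits reached 1.33 and 0.90. By fry, the neutrophil list passed (adjusted p = 0.036) and the interferon list did not (adjusted p = 0.129). Matched through the descriptions, the labels give 36 weeks for BL/10 replicates 2 and 3 and 26 weeks for the other libraries. The titles put the 36 weeks on NOD.B10 replicates 2 and 3 instead, and the paper gives 26 weeks. The summed interferon-response genes were at 655 CPM in BL/10 replicate 1 and at 1462 and 1282 CPM in replicates 2 and 3, against 491 to 633 CPM in NOD.B10. The neutrophil genes were at 6412, 13356 and 11762 CPM in BL/10 replicates 1, 2 and 3, against 2314 to 2664 CPM in NOD.B10. The split within BL/10 follows the ages in the labels, but a single BL/10 library at 26 weeks decides nothing, and age and strain cannot be told apart for these lists. A difference in cell composition also stays open and was not tested.

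The remaining lists had medians of -0.50 (erythroid), -0.55 (megakaryocyte), -0.68 (proliferation), 0.31 (stromal), 0.14 (macrophage), 0.14 (dendritic cell) and -0.21 (NK cell). Camera called the erythroid, megakaryocyte, proliferation and stromal lists, and none of the 7 was past the threshold with fry.

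Of the matrix genes Bgn and Dcn, Bgn was at 584 ± 47.8 CPM (SD, n = 3) in NOD.B10 and 354 ± 54.6 CPM (SD, n = 3) in BL/10 spleens, a log2 fold change of 0.72 (adjusted p = 0.0121 in edgeR). Without NOD.B10 replicate 1 or 3, its adjusted p was 0.0577 or 0.0542, the highest among the alternatives. Dcn was at 68.0 ± 19.9 CPM (SD, n = 3) in NOD.B10 and 107 ± 22.9 CPM (SD, n = 3) in BL/10, a log2 fold change of -0.66 (adjusted p = 0.0843 in edgeR and 0.0255 in DESeq2). The adjusted p of Dcn ran from 0.00713 with a replicate block, although the numbers do not pair the libraries, to 0.228 without NOD.B10 replicate 1.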
